A study of Mus musculus with 5 samples. Its data were reported in "PFA ependymoma-associated protein EZHIP inhibits PRC2 activity through a H3 K27M-like mechanism" (2019).

How the data were processed

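H3K27me3, the trimethylated form of the histone H3 lysine that Polycomb Repressive Complex 2 (PRC2) modifies, was profiled by chromatin immunoprecipitation followed by sequencing (ChIP-Seq) in mouse embryonic fibroblasts (MEFs). The parental cells carried a floxed allele of Eed, which encodes a PRC2 subunit. The series held 5 H3K27me3 libraries with 1 library per group. Peak lists of 3 libraries were analysed here: cells transduced with H3.3 K27R, with H3.3 K27M or with human EZHIP. The parental control and the Eed deletion line were not analysed here. Groups were taken from the titles of the samples.

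Per the labels, cells were crosslinked, chromatin was digested with MNase to mononucleosomes, and an H3K27me3 antibody was used for the immunoprecipitation. By the study's methods, reads were aligned with bowtie1 to the mouse mm9 genome and to a reference genome of another species, whose read number served to scale samples. Broad peaks were then called by the authors with MOSAiCS-HMM, a hidden Markov model of binned read counts, using a false discovery rate, a maximum gap below which neighbouring regions are joined, a minimum region size and a read threshold. Each list belongs to 1 library, and no replicates were pooled. Whether the lists analysed here come from the same run of the caller as the numbers and widths in the study is not known. The methods do not state whether the scaling entered the calls or which library served as their background.

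Each deposited list gave the chromosome, start and end of every peak and no height, fold enrichment, score or p-value. The authors' lists were therefore used as sets of positions only. Every start and end lay on a grid of 200 bp bins, so that a peak was taken as whole bins and its width as the number of bins times 200 bp. Positions are printed counting from 1. On each of the 20 chromosomes with peaks (1 to 19 and X), the last peak ended inside the mm9 chromosome length, and the NCBIM37 (mm9) sequence and GENCODE annotation were used without conversion. Because the lists hold no read counts, the depth of the libraries is unknown, and no difference could be set against depth or against replicate spread.

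The number of peaks, their width (median, quartiles and mean), and the genome length they covered were computed for each list. Lists were compared as ratios with no p-value, since peaks of one library are not replicates. Peaks were called overlapping when they shared at least 1 bp. Shares of peaks are given with a 95% exact Clopper-Pearson interval and medians with a 95% interval from order statistics. Ratios of peak numbers in the closing section have exact binomial intervals, and ratios of covered length intervals from 1000 bootstrap samples of peaks. These intervals cover counting error only, treat peaks as independent and say nothing about variation between cell lines. To describe how often overlap arose by position alone, peaks were placed at random 1000 times with a fixed seed, either along their own chromosome (with the middle of the peak in sequenced bases) or wholly inside K27R regions of their own chromosome. Positions of random placements describe these libraries and are not a test of the conditions.

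CpG islands were found in the mm9 sequence by scoring 17 for every CG and -1 for every other base, keeping segments longer than 200 bp with at least 50% G+C and an observed to expected CpG ratio above 0.6. This gave 27118 islands, with repeats not masked. Promoters were represented by the 5′ end of 22350 protein-coding genes. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

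The interval tools gave 0 disagreements with a base-by-base answer over 50 simulated lists. The island finder recovered 100% of 200 planted islands and made 0 calls elsewhere. That sequence was random and held no repeats, so that false calls in the unmasked genome were not tested. For the sharing of EZHIP peaks with K27M peaks, 6% of 100 simulated EZHIP lists placed at random in K27R regions fell outside the central 95% of placements, and 100% of 2489 peaks planted on K27M peaks were found as shared. The simulated lists came from the same placement, and planted peaks overlapped K27M peaks by construction. Both results therefore check the code only, and do not show whether independent placement suits clustered peaks.

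The comparisons, the alternatives and the rule for naming peaks were fixed before the data were examined, except where the text says otherwise. Named peaks are the 3 widest of each list, the 3 widest K27R regions without a residual peak, and the peaks over loci that the study displayed: Ikzf1 for H3K27me3 in MEFs, the Hoxb and Hoxc clusters for other proteins in MEFs, and Cdkn2a for H3K27me3 in human tumours and glioma lines. The rule also called for the highest-scoring peaks, and the alternatives for a stricter score, which could not be applied to lists without scores. Alternatives were a minimum width of 2000 bp or 5000 bp, merging of peaks up to 10000 bp apart, autosomes only, means in place of medians, the same number of peaks in each list, overlap of at least 50% of the peak, reciprocal overlap, other random placements, and a promoter distance of 5000 bp. A rank test over peaks was not used here because it takes peaks for replicates.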

Results

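Peak lists of H3K27me3 ChIP-Seq were compared between 3 isogenic MEF lines with 1 library each. EZHIP is a protein of PFA ependymoma that binds PRC2. H3.3 K27M is the histone mutant of diffuse midline glioma, in which methionine replaces the lysine that PRC2 methylates. H3.3 K27R carries arginine at the same residue and was transduced in the same way, so that its list served as the reference here. There were no replicates, and the lists carried positions without read counts, so that depth was unknown and all comparisons describe these libraries.

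The comparison of peak number asked how many H3K27me3 enriched regions remained in cells expressing each inhibitor. The K27R list held 12845 peaks. The K27M list held 3736 peaks, which was 70.9% fewer. The EZHIP list held 4992 peaks, 61.1% fewer than K27R and 1.34-fold as many as K27M. Both lists also held fewer peaks than K27R with minimum widths of 2000 bp and 5000 bp, after merging of neighbouring peaks and on the autosomes alone. The order of the inhibitor lists depended on the minimum width, since among peaks of at least 5000 bp EZHIP had 2320 peaks and K27M had 2364. On the autosomes alone, a limit chosen after the data were examined, the EZHIP to K27M ratio at this width was 1.09.

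Peak width was compared to ask whether the remaining peaks were as broad as those of K27R cells. The median K27R peak spanned 16.0 kb (quartiles 6.8 and 45.6 kb; 95% interval of the median 15.6 to 16.6 kb). The median K27M peak spanned 6.8 kb (quartiles 3.6 and 14.4 kb; interval 6.6 to 7.2 kb), which was 2.35-fold narrower. The median EZHIP peak spanned 4.4 kb (quartiles 2.4 and 8.4 kb; interval 4.4 to 4.6 kb), which was 3.64-fold narrower than K27R and 1.55-fold narrower than K27M. As deposited, peaks of at least 100 kb numbered 1444 in K27R (11.2%), 40 in K27M (1.07%) and 7 in EZHIP (0.140%). They were not counted after merging of neighbouring peaks, which can raise such counts. Comparing the 3736 widest peaks of each list moved the K27R median most, to 79.2 kb, against 6.8 kb in K27M and 6.0 kb in EZHIP. These are all the K27M peaks, so that the K27M median could not move and the others could not fall.

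The lists differed in the distance at which neighbouring peaks had been left apart, which affects both number and width. The shortest gap between neighbouring peaks was 5200 bp in K27M and 1200 bp in EZHIP, and 898 gaps in EZHIP were under 5000 bp. In K27R, 23 pairs of peaks abutted, and gaps of 8000 to 9000 bp numbered 380 against 75 gaps of 7000 to 8000 bp. After peaks up to 10000 bp apart were merged in every list, K27R had 11458 peaks, K27M 3269 and EZHIP 3565. The EZHIP to K27M ratio then fell to 1.09. The merged medians were 18.8 kb in K27R, 7.4 kb in K27M and 5.8 kb in EZHIP, so that K27M and EZHIP peaks were 2.54-fold and 3.24-fold narrower than those of K27R. The 99th percentile of merged width was 413.8 kb in K27R, 139.4 kb in K27M and 96.8 kb in EZHIP. In EZHIP it had been 47.8 kb as deposited. The scarcity of very wide EZHIP peaks as deposited was therefore partly tied to the joining distance, although the merged EZHIP value stayed lowest.

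**Figure D1:**
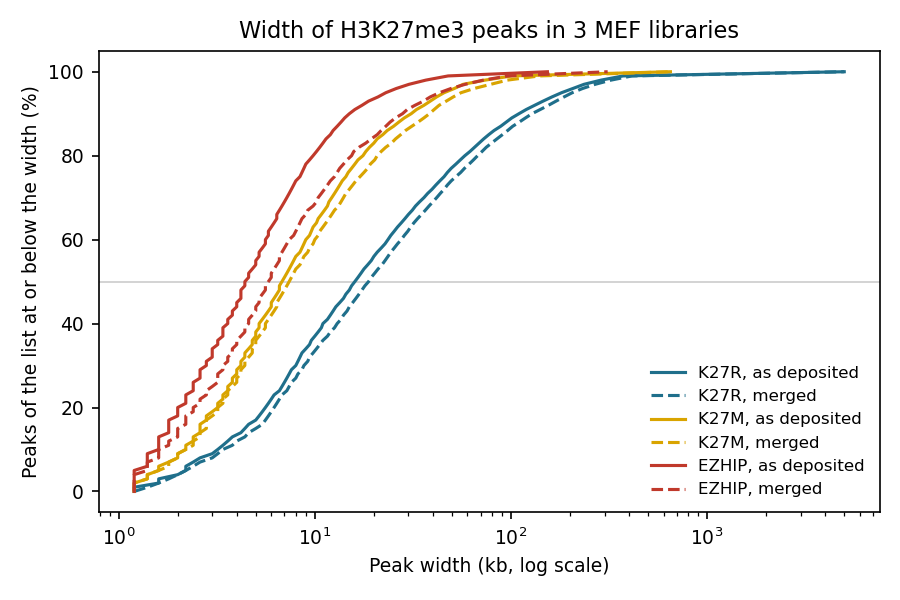
Cumulative share of peaks (y axis, percent of the list) by peak width (x axis, kb, log scale) in the K27R, K27M and EZHIP libraries, as deposited (solid lines) and with peaks up to 10000 bp apart merged (dashed lines). The grey line marks the medians, which as deposited were 16.0 kb in K27R, 6.8 kb in K27M and 4.4 kb in EZHIP.

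K27R peaks covered 582.1 Mb, or 22.1% of chromosomes 1 to 19 and X. K27M peaks covered 50.99 Mb (1.93%), which was 91.2% less than K27R. EZHIP peaks covered 36.5 Mb (1.38%), which was 93.7% less than K27R. Covered length in K27M exceeded that in EZHIP 1.40-fold over all chromosomes and 1.18-fold on the autosomes. A minimum width of 5000 bp moved the inhibitor lists most, to 46.9 Mb in K27M and 29.4 Mb in EZHIP, and merging moved K27R most, to 592.0 Mb. Merging also raised K27M cover to 54.4 Mb and EZHIP cover to 42.5 Mb, which narrowed the K27M excess.

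The positions of the residual peaks were compared with the K27R regions to ask whether H3K27me3 was retained or newly placed. Of the K27M peaks, 3711 of 3736 overlapped a K27R region (99.3%, 95% interval 99.0 to 99.6%). Random placement on the same chromosomes gave a mean of 30.3% (range 28.2 to 32.6% over 1000 placements). Of the EZHIP peaks, 4984 of 4992 overlapped a K27R region (99.8%, interval 99.7 to 99.9%), against a random mean of 26.1% (range 24.1 to 28.2%). No random placement reached the observed share in either list. Peaks that lay wholly inside K27R regions made up 96.6% of K27M and 99.3% of EZHIP peaks.

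Conversely, most K27R regions overlapped no residual peak. A K27M peak lay in 2117 of 12845 K27R regions (16.5%, interval 15.8 to 17.1%) and an EZHIP peak in 2180 (16.97%, interval 16.3 to 17.6%). Both lay in 1680 regions (13.1%), where independent overlap would give 2.8%. Retention in both lists also followed region width and islands, and independence only within classes of these (4 width quartiles, with and without an island), chosen after the data were examined, would give 8.67%. Of the K27R regions kept in K27M, 79.4% were kept in EZHIP, and of those kept in EZHIP, 77.1% were kept in K27M. Limiting the count to K27R regions of at least 5000 bp moved these shares most, to 19.5% in K27M and 20.2% in EZHIP.

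Retention differed with the width of the K27R region and with the presence of CpG islands, short stretches rich in the CG dinucleotide. In the narrowest quartile of K27R regions (1.2 to 6.8 kb), a K27M peak remained in 1.51% and an EZHIP peak in 1.18%. In the widest quartile (45.8 to 5000 kb) the shares were 44.3% and 48.1%. Wider regions offer more room for a peak and for an island, so that regions with and without an island were compared within each quartile, a split chosen after the data were examined. In the widest quartile, a K27M peak remained in 67.7% of 1869 regions with an island and in 11.6% of 1333 regions without one. For EZHIP these shares were 69.7% and 17.8%. In the third quartile (16.2 to 45.6 kb), K27M peaks remained in 46.9% of regions with an island and 3.6% of those without, and EZHIP peaks in 40.9% and 4.91%. The intervals of regions with and without an island did not overlap in any quartile of either list. Widths still varied within a quartile, most in the widest one.

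**Figure D2:**
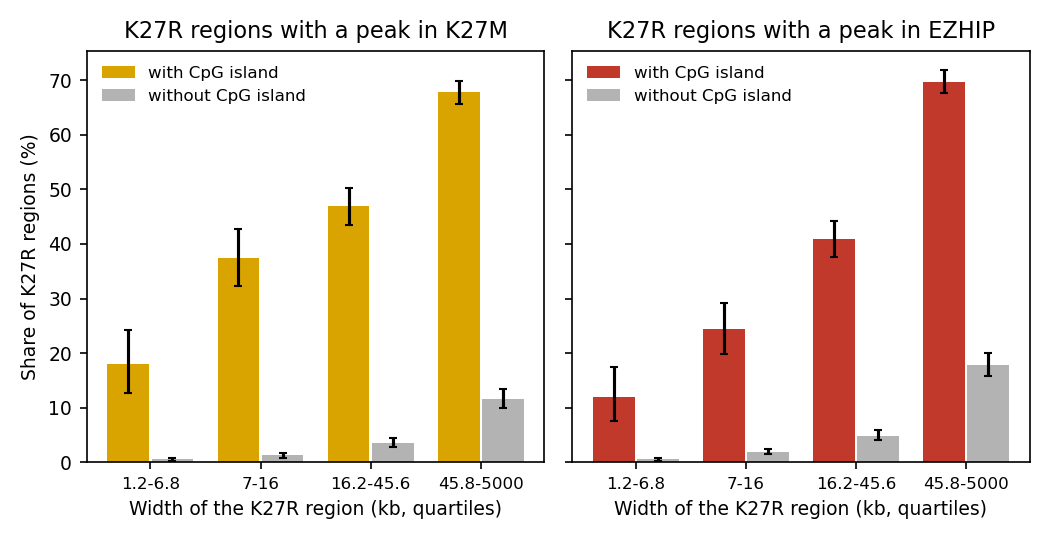
Share of K27R regions (y axis, percent) that overlapped a K27M peak (left) or an EZHIP peak (right), by quartile of K27R region width in kb (x axis), for regions with a CpG island (coloured bars) and without one (grey bars). Error bars are 95% exact binomial intervals, which cover counting error only. In the widest quartile 67.7% of island regions kept a K27M peak and 69.7% an EZHIP peak.

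Within the K27R regions that kept a peak, the share of the region still covered was measured, so that regions without a residual peak did not enter. K27M peaks covered a median of 15.2% of the region (quartiles 6.91 and 32.8%; 2117 regions). EZHIP peaks covered a median of 11.4% (quartiles 4.85 and 23.2%; 2180 regions). Over the 1680 regions with both, the medians were 15.6% and 12.9%. K27M covered more of the region than EZHIP in 66.8% of these, and EZHIP more than K27M in 30.8%. Both inhibitor lists were used as deposited here. EZHIP left 898 gaps under 5000 bp uncovered, whereas the shortest K27M gap was 5200 bp. This difference would raise K27M cover relative to EZHIP, and its part in these shares was not tested.

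The sharing of residual peaks was used to ask whether both inhibitors left H3K27me3 at the same sites. Of the EZHIP peaks, 3224 overlapped a K27M peak (64.6%, interval 63.2 to 65.9%). Random placement of the EZHIP peaks inside K27R regions gave 14.6% on average (range 13.1 to 16.2%), and no placement reached the observed share. Of the K27M peaks, 2540 overlapped an EZHIP peak (68.0%, interval 66.5 to 69.5%), against 16.65% by placement (range 14.6 to 18.9%). The intersection spanned 27.2 Mb of a union of 60.3 Mb (45.2%). It made up 74.6% of the length of EZHIP peaks and 53.4% of the length of K27M peaks. Requiring a reciprocal overlap of at least 50% moved the shares most, to 33.5% of EZHIP and 44.8% of K27M peaks. When EZHIP peaks were centred on random CpG islands inside K27R regions, a placement chosen after the data were examined, 51.3% overlapped a K27M peak (range 48.8 to 54.0%). The observed 64.6% lay above all 1000 of these placements. Shared peaks were wider than the others, with medians of 6.2 against 2.6 kb in EZHIP and 9.0 against 4.2 kb in K27M.

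Overlap with CpG islands and promoters was then measured, because the study described the remaining peaks by their position at CpG islands. The study took its islands from the UCSC table browser. Those used here were found in the unmasked sequence and may differ, so that the shares are not the same comparison. A CpG island lay in 3247 K27R peaks (25.3%, interval 24.5 to 26.0%), where random placement of peaks of the same widths gave 23.25%. It lay in 2022 K27M peaks (54.1%, interval 52.5 to 55.7%) against 11.2% by placement, a 4.85-fold excess. In EZHIP it lay in 1861 peaks (37.3%, interval 35.9 to 38.6%) against 7.38% by placement, a 5.05-fold excess. The observed share exceeded all 1000 placements in each list. In EZHIP the peaks with an island were the minority as deposited. Merging of peaks up to 10000 bp apart raised the share to 49.1%, with an interval of 47.5 to 50.8% that includes 50%. The same merging gave 60.4% in K27M. Counting only islands of at least 500 bp gave 42.2% in K27M and 28.5% in EZHIP. Both settings were chosen after the data were examined. Peaks with an island were wider than those without, with medians of 9.6 against 4.6 kb in K27M and 7.4 against 3.2 kb in EZHIP.

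**Figure D3:**
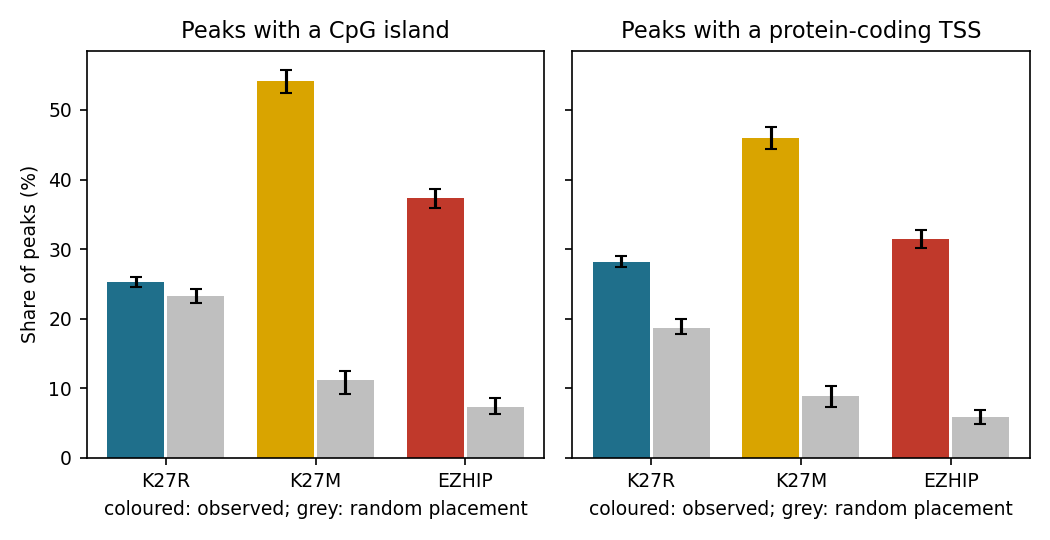
Share of peaks (y axis, percent) that overlapped a CpG island (left) or the transcription start site (TSS) of a protein-coding gene (right) in each list. Coloured bars are observed shares with 95% exact binomial intervals, and grey bars are the mean of 1000 random placements with their full range as error bars. Island shares were 25.3% in K27R, 54.1% in K27M and 37.3% in EZHIP.

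A protein-coding start site lay in 28.2% of K27R peaks (18.7% by placement), 46.0% of K27M peaks (8.94%) and 31.4% of EZHIP peaks (5.83%). Allowing a distance of 5000 bp to the start site moved the EZHIP share most, to 45.4%. Counted by gene, the start sites of 6735 of 22350 protein-coding genes lay in K27R peaks. Of all genes, 2015 had a start site in K27M peaks and 1728 in EZHIP peaks, and 1476 in both. The start sites of 4476 genes lay in K27R peaks and in neither of the other lists, which was 66.5% of the K27R genes. Only 8 genes had a start site in an inhibitor list and outside the K27R peaks.

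The Ikzf1 locus was examined as a region that the study displayed. Ikzf1 (ENSMUSG00000018654.10) lies on chromosome 11 from 11585006 to 11672929 (mm9, plus strand). A single K27R region of 181.2 kb, from 11511401 to 11692600, spanned the whole gene. The K27M list had 1 peak of 18.8 kb, from 11577401 to 11596200, over the Ikzf1 start site. The EZHIP list had a peak of 9.2 kb over the start site, from 11581601 to 11590800, inside the K27M peak. It had another of 3.2 kb within the gene over 1 annotated exon, from 11647001 to 11650200, where no K27M peak lay.

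**Figure D4:**
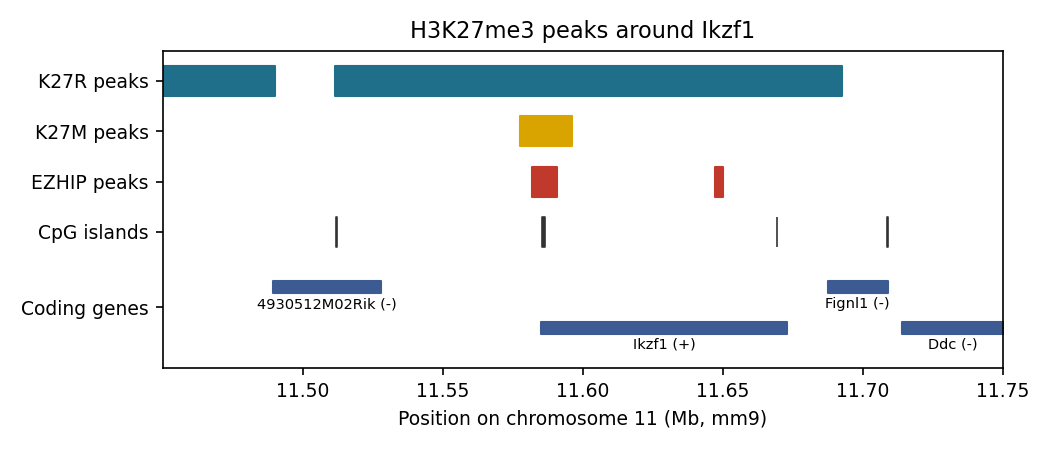
Map of the Ikzf1 region (x axis, position on chromosome 11 in Mb, mm9) with the peaks of the K27R, K27M and EZHIP lists, CpG islands and protein-coding genes with their strand. The K27R region of 181.2 kb spans Ikzf1, and the K27M peak of 18.8 kb and the EZHIP peak of 9.2 kb lie over its start site and a CpG island.

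At the Hoxc cluster on chromosome 15, a K27R region of 369.0 kb from 102557601 to 102926600 held the start sites of all 9 Hoxc genes. Over the cluster the widest K27M peak spanned 116.8 kb (102715201 to 102832000) and the widest EZHIP peak 105.8 kb (102724201 to 102830000). Both held 7 of the 9 start sites and left out Hoxc4 and Hoxc5. At the Hoxb cluster on chromosome 11, the K27R region spanned 219.2 kb (95942201 to 96161400) and the K27M peak 154.6 kb (96003601 to 96158200). The longest EZHIP peaks in this region spanned 63.0 kb (96020201 to 96083200) and 42.4 kb (96102801 to 96145200). Start sites of 6 of 10 Hoxb genes lay in K27R peaks, among them Hoxb1 in a separate region of 10.0 kb (96226201 to 96236200), 5 in the K27M peak and 3 in EZHIP peaks. Hoxb6 and Hoxb7 were in the K27M peak and outside the EZHIP peaks. Cdkn2a was looked up because the study showed it in human tumours and glioma lines. At Cdkn2a (chromosome 4, 88920377 to 88940557, minus strand) there was no peak in any list. The nearest peak lay 285.4 kb away in K27R, 414.0 kb in K27M and 438.4 kb in EZHIP. Because the lists hold no read counts, absence of H3K27me3 at Cdkn2a cannot be told from a lack of reads over the locus.

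The widest peaks were on chromosome X in K27R and K27M and on autosomes in EZHIP. In K27R these were the regions from 95672001 to 100672000 (5000 kb), from 46718401 to 50829000 (4110.6 kb) and from 67532001 to 69816800 (2284.8 kb). The widest of them held 113 K27M peaks over 2155.6 kb and 18 EZHIP peaks over 80.2 kb. In K27M the widest peaks were on X from 91463801 to 92113800 (650.0 kb), from 90978601 to 91430400 (451.8 kb) and from 100818601 to 101241200 (422.6 kb). In EZHIP they were a peak over Pax2 on chromosome 19 from 44783001 to 44936400 (153.4 kb), its neighbour from 44657801 to 44781400 (123.6 kb), and a peak overlapping Rhcg without its start site on chromosome 7 from 86637201 to 86757400 (120.2 kb). All 3 of these lay wholly inside K27M peaks. The widest K27R regions without a residual peak were on X as well, from 141399401 to 142134800 (735.4 kb, overlapping Zcchc16, Lhfpl1 and Amot), from 10018601 to 10718000 (699.4 kb, overlapping Tspan7 and Mid1ip1) and from 159812201 to 160506800 (694.6 kb, overlapping Grpr, Ap1s2, Zrsr2 and Car5b).

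Peaks were finally counted by chromosome to ask whether the lower cover was alike across the genome. K27R peaks covered 51.1% of chromosome X, against 11.01 to 30.7% of the 19 autosomes. Chromosome X held 752 K27R peaks (5.85% of the list, interval 5.45 to 6.27%), 398 K27M peaks (10.7%, interval 9.68 to 11.7%) and 102 EZHIP peaks (2.04%, interval 1.67 to 2.48%). As a share of covered length in place of peak number, X held 14.6% of K27R, 16.8% of K27M and 1.18% of EZHIP. By length, K27M peaks covered 10.1% as much of X as K27R peaks did, which was within the 5.09 to 13.6% found on the autosomes. EZHIP peaks covered 0.506% as much, where the autosomes ranged from 3.93 to 12.3%. Counted by K27R region, a split that was not planned, a K27M peak remained in 8.51% of regions on X (interval 6.62 to 10.7%) and in 16.98% on the autosomes, and an EZHIP peak in 4.26% (interval 2.93 to 5.95%) and 17.8%. On X, 12.3% of K27M peaks overlapped an EZHIP peak, while on the autosomes 74.6% did. Of the EZHIP peaks on X, 89.2% overlapped a K27M peak. Among the autosomes, chromosome 15, singled out after the values were seen, had the highest EZHIP to K27M ratio, with 338 EZHIP and 143 K27M peaks, a ratio of 2.36 where the other autosomes ranged from 1.15 to 2.09. The ratio of covered length was 1.61 on chromosome 15 and at most 1.07 on the other autosomes. With 1 library per line these differences could not be tested against replicate spread.

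**Figure D5:**
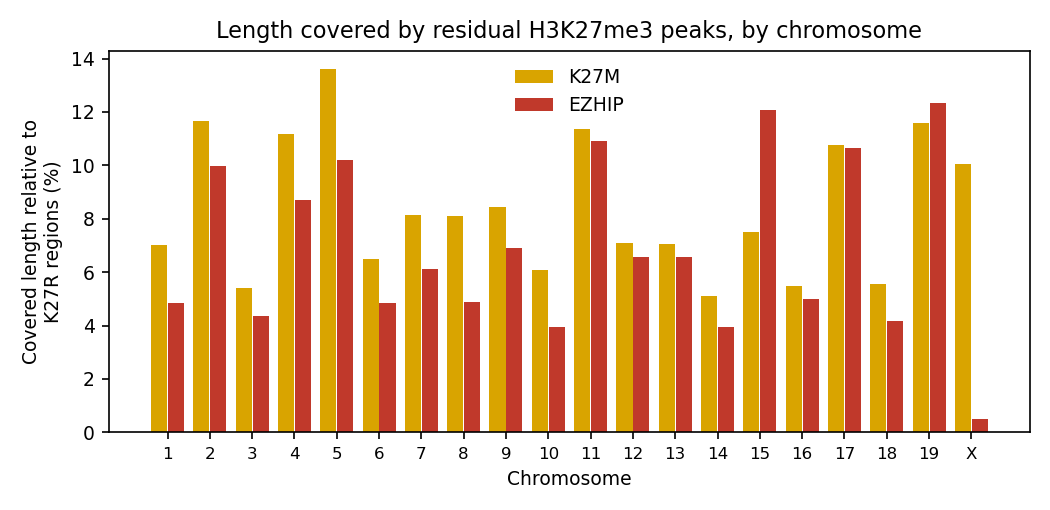
Length covered by K27M peaks (yellow) and EZHIP peaks (red) on each chromosome, as a percentage of the length covered by K27R peaks on that chromosome (y axis). There are no error bars because each line had 1 library. Chromosome X stands at 10.1% in K27M and 0.506% in EZHIP, and chromosome 15 at 7.51% and 12.1%.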

Values the study reported

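The study reported that the count of H3K27me3 peaks fell by 80% with either inhibitor. For the broad peak calls it reported a false discovery rate of 0.1, a maximum gap of 10,000, a minimum size of 1000 and a threshold of 30 for this mark.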

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

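The tests of the joining distance, of overall sensitivity, of X peaks away from CpG islands and of the copy number or state of chromosome X, and the use of the count by K27R region, were all chosen only after the result was seen.

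The share of peaks on chromosome X moved in opposite directions in the inhibitor lists. It was 5.85% in K27R, 10.7% in K27M and 2.04% in EZHIP, and X was the only chromosome of 20 where both shares left the K27R share in opposite directions with binomial intervals that did not overlap that of K27R. The difference itself was not tested, because each line had 1 library. The rise in K27M depended on the measure: by covered length X held 14.6% of K27R and 16.8% of K27M, and counted by K27R region K27M retention was lower on X, with a K27M peak in 8.51% of regions (interval 6.62 to 10.7%) against 16.98% on the autosomes. Wide K27R regions on X that each hold many K27M peaks contributed to the rise by number. The widest K27R region, a single peak, held 113 of the 398 K27M peaks on X, and the next widest held 69. The fall in EZHIP was larger by length, to 1.18%. The tables argue against 2 technical explanations as the whole cause. With both lists merged at 10000 bp, the EZHIP to K27M ratio of peak number was 0.266 on X (interval 0.203 to 0.345) and 0.968 to 1.67 on the autosomes, so that the distance at which neighbours were joined did not account for it. A loss limited to X peaks away from CpG islands would leave island peaks shared as often as elsewhere, but 45.8% of the 83 K27M island peaks on X overlapped an EZHIP peak (interval 34.8 to 57.1%), against 81.8% of 1939 on the autosomes (interval 80.0 to 83.5%).

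A lower sensitivity of the EZHIP list on every chromosome stays open as a candidate explanation. It would give fewer EZHIP peaks on the autosomes too, and the measures differed there. The EZHIP to K27M ratio of autosomal peak number was 1.47 (interval 1.40 to 1.53, counting error only), 1.17 after merging and 1.09 among peaks of at least 5000 bp, while the ratio of covered length was 0.850 (interval 0.802 to 0.900 by resampling of peaks). On X the ratio of covered length was 0.0503. Lower sensitivity cannot be told apart from a change limited to X, because the lists hold no scores that show how strong the X peaks were.

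A property of the cell line stays open. The wide cover of X in K27R would be consistent with an H3K27me3-rich inactive X chromosome, and a different copy number or inactivation state of X in the EZHIP line is a candidate explanation. EZHIP peaks covered 0.258% of X and at least 0.669% of each autosome, a comparison that this explanation does not require. It needs less cover of X than in the other lines, where K27M peaks covered 5.14% and K27R peaks 51.1% of X. A stronger effect of EZHIP on X would give lower cover as well. These cannot be told apart, because line and construct are confounded and the lists hold no read depth over X. The labels do not give the sex of the embryo. A difference in how EZHIP and K27M act on X remains an untested biological explanation.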

How the results depend on the processing

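Merging for the shared peaks, CpG islands, start sites and chromosome shares, the limit of 500 bp on islands, the limit of 5000 bp on the autosomes and the placement on islands were chosen after seeing the data. Alternatives that used a peak score were not run, because the lists hold no scores. No paired analysis was possible because each group had 1 library, and no replicate could be left out. Of 88 alternative values, 37 stayed the same by the rule used (within 1.5 times for counts, lengths and ratios, within the 95% interval or the range of placements otherwise), 50 moved and 1 reversed. Most settings change by construction which peaks or regions enter, and beyond that the cause was not tested. None of those run brought the peak number, median width or covered length of an inhibitor list up to that of K27R.

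The reversal concerned EZHIP against K27M: among peaks of at least 5000 bp the ratio of peak number was 0.981, with 2320 EZHIP and 2364 K27M peaks. On the autosomes alone the ratio at this width was 1.09 (interval 1.03 to 1.16, counting error only), so that the reversal came with the peaks on chromosome X.

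Median widths in K27R, K27M and EZHIP were 17.2, 7.6 and 5.4 kb with a minimum width of 2000 bp, and 18.8, 7.4 and 5.8 kb after merging. Means in place of medians were 45.3, 13.7 and 7.31 kb. With the same number of widest peaks per list, the K27R median was 79.2 kb and the EZHIP median 6.0 kb. All of these kept the order K27R, K27M, EZHIP. Taking the widest peaks could not bring K27R below K27M, because it leaves the K27M list whole and cannot lower the K27R median.

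Residual peaks wholly covered by K27R regions made up 96.6% of K27M and 99.3% of EZHIP peaks. K27R regions that kept a K27M peak, an EZHIP peak or both rose to 18.3%, 18.8% and 14.5% with K27R regions merged, and to 19.5%, 20.2% and 15.6% with regions of at least 5000 bp. The median share of a region covered by EZHIP peaks was 12.9% in regions with both. It stayed below the K27M median. No setting merged the inhibitor lists for this share, although the distances at which their neighbouring peaks were joined differed.

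Shared peaks were 59.3% of EZHIP and 55.1% of K27M peaks when at least 50% of the peak had to be covered, 33.5% and 44.8% with reciprocal overlap, and 67.9% and 71.3% after merging. Under the rule of 50% coverage the larger share was that of EZHIP. Random EZHIP placements overlapped K27M peaks in 3.21% along whole chromosomes and in 51.3% when centred on CpG islands inside K27R regions. The observed share exceeded every placement under each scheme.

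CpG island shares in K27R, K27M and EZHIP were 16.8%, 42.2% and 28.5% with islands of at least 500 bp, and 28.2%, 60.4% and 49.1% after merging. With at least 50% of the island covered, K27M had 52.4% and EZHIP 35.4%. Start site shares were 35.3%, 55.4% and 45.4% within 5000 bp, and 30.9%, 51.7% and 42.8% after merging. K27M stayed highest and K27R lowest in each. The majority of K27M peaks had an island except under the 500 bp limit. By count, the majority of EZHIP peaks had none of the islands found here under each setting. After merging this majority was uncertain, since the interval of 47.5 to 50.8% for peaks with an island includes 50%.

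By covered length in place of peak number, chromosome X held 14.6% of K27R, 16.8% of K27M and 1.18% of EZHIP. After merging, 8.5% of K27M peaks were on X. Chromosome 15 held 3.2% of K27M by length, and 6.09% of EZHIP peaks after merging. Under both settings the EZHIP share stayed below that of K27M on X and above it on chromosome 15.

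The unknown read depth limits what a missing peak means: a K27R region without a residual peak had no region called at the authors' threshold, and remaining H3K27me3 below it was not detectable from the lists.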

Other observations

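The tests of the joining distance on the number of autosomal peaks and on the covered length of chromosome 15, and the counting and bootstrap intervals beside the chromosome 15 ratios, were chosen only after the result was seen. All patterns here were noticed in the same lists on which they were tested.

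The decreases in peak number given here are relative to K27R. The decrease quoted from the study above names no reference list, and the peak numbers in its plot of widths differ from those of the lists used here. Whether the study's numbers and widths rest on the lists used here is not known, so that values of peak number and width are not the same comparison.

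The shortest distance between neighbouring peaks differed between the lists. The shortest gap was 1200 bp in EZHIP and 5200 bp in K27M. That is shorter than the maximum gap quoted from the study above, and whether the lists used here come from another run of the caller was not tested. In K27R, 311 gaps were under 5000 bp and 23 were of 0 bp. The widest K27R region measured 5000 kb to the bin and ended inside the transcribed region of Xist (ENSMUSG00000086503.1, chromosome X, 100655714 to 100678556, minus strand). Xist was looked up after the region was seen.

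The EZHIP list held 1.47-fold as many autosomal peaks as the K27M list and covered 0.850-fold the length. A shorter joining distance in EZHIP would split peaks, and the ratio fell to 1.17 (interval 1.11 to 1.23, counting error only) when both lists were merged at 10000 bp. Merging at this distance lowered the excess and did not remove it. A difference in depth or in calling threshold between the libraries stays open, and no biological explanation was tested.

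EZHIP peaks carried a CpG island less often than K27M peaks, and they were also narrower. Relative to random placement of peaks of the same widths, the excess was not lower in EZHIP (5.05-fold) than in K27M (4.85-fold). A role of peak width in the lower share therefore stays open. Merging at 10000 bp raised the EZHIP share to 49.1%, still below the 60.4% of K27M, so that splitting of peaks was not the whole cause. Among shared peaks an island lay in 52.0% of EZHIP and 63.9% of K27M peaks. The gap was wider among the others: 10.5% of the 1768 EZHIP peaks not shared with K27M held an island, against 33.3% of the 1196 K27M peaks not shared with EZHIP. On the autosomes these shares were 10.4% of 1757 and 41.7% of 847. These EZHIP peaks could be flanks of shared peaks, but 18.9% of them (interval 17.2 to 20.9%) lay within 10000 bp of a shared EZHIP peak, and the median distance was 62.9 kb. In all, 59.6% lay in a K27R region that also held a K27M peak. Their median width was 2.6 kb. Whether they are weak calls near the threshold cannot be tested without scores.

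Chromosome 15 had the highest EZHIP to K27M ratio of the 19 autosomes, and one of them must rank highest by chance. After merging at 10000 bp its ratio of peak number was 1.67, still the highest. The interval of 1.34 to 2.09 included the 1.52 of the next autosome, so that for the rank by number the joining distance cannot be told apart from other causes. For covered length the tables argue against it: the ratio on chromosome 15 was 1.61 as deposited and 1.80 after merging (interval 1.37 to 2.38 by resampling of peaks), above the 1.18 of the next autosome, whose own interval was 0.755 to 1.87. As deposited, the ratio of covered length was 2.95, 2.55 and 1.45 in 3 equal parts of the chromosome, each above the 1.07 of the highest other autosome, which argues against one local cluster. Resampling of peaks gave an interval of 1.11 to 1.94 for the lowest of them, and the parts with higher ratios held 9 and 15 K27M peaks. An extra copy of chromosome 15 in the EZHIP line is a candidate explanation, and 88.8% of K27M peaks on chromosome 15 overlapped an EZHIP peak (interval 82.5 to 93.5%), against at most 85.2% on another autosome. This cannot be told apart from an effect of EZHIP, since each line had 1 library and the lists hold no read depth.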
